A study of Mus musculus with 6 samples.

How the data were processed

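The series holds RNA sequencing of spleen cells of mice that, per the labels' protocols, had received a bone marrow transplant; the labels name leukaemia cells of the spleen as the source of the RNA. There were 6 libraries in 2 groups, 3 labelled as not receiving Dox and 3 labelled as receiving it. The labels write Dox without spelling it out, and they do not state its dose, how long it was given, which gene it was meant to switch on or off, or the sex and strain of donors and recipients. Groups were taken from the library titles. Replicate numbers were 4, 5 and 6 without Dox and 10, 11 and 12 with Dox, so that no number was shared and the libraries could not be paired.

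Libraries were made with a commercial kit (QuantSeq, forward version) that primes on the poly(A) tail and reads the 3′ end of each mRNA, per the labels' protocols. With such libraries 1 fragment is expected per transcript whatever its length, so counts were not scaled by transcript length. The authors deposited 1 table of raw counts, whole numbers per Entrez gene ID, with 1 column for each library and no pooling of replicates. The aligner, the counting tool, the genome build, the annotation, the treatment of reads that map to several places and any use of molecular identifiers are not stated in the labels or the file header. Counts are treated here as reads, which are not independent molecules, so floors cover counting error only, and the errors given rest on the spread between libraries. The 6 columns were all matched to a sample by title, and 0 columns of per-sample values were left over.

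Gene symbols came from a RefSeq gene table for assembly GRCm38.p6, used for names only. Because the deposited table names no build, no coordinates are given. Of 40808 gene IDs, 39374 (96.5%) had a symbol. The matched genes held 99.62% ± 0.017 (SD, n = 3) of the counts without Dox and 99.39% ± 0.010 (SD, n = 3) with Dox. A total of 13500 gene IDs had 0 counts in all libraries. Near-identical gene copies were looked for among the 4466 genes with at least 100 counts in every library. In 15 pairs the counts agreed within 1% in every library, among them the histone genes H2ac23 and H2ac24, so reads of such copies were probably assigned to both, and these genes are uncertain.

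Genes were tested with edgeR 4.0.16 in R 4.3.3. Low counts were filtered with filterByExpr (minimum count 10, minimum total 15), library composition was scaled with TMM factors, and the groups were compared with the quasi-likelihood F-test (glmQLFit and glmQLFTest) on all 6 libraries with no covariate. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. Standard errors of log2 fold changes were derived from the fold change and its F statistic. Normalized CPM are counts scaled to a common library total after TMM scaling. Where all libraries of a group had 3 counts or fewer, the fold was computed against a floor of 3 counts. Such a fold is a lower bound for read counting only. Gene lists were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, two-sided. The lists were written from general knowledge: 1 of Notch target genes, 1 of genes of the pathway in the study's title, and 9 of cell types and cell programmes, the last adjusted together by the Benjamini-Hochberg method. An adjustment over all 11 lists, used for the Notch target and pathway lists, was chosen after their values were seen. Of 505 list entries, 7 symbols were not found. Single measures of a library were compared between groups with an exact two-sided permutation test, which cannot give a p-value under 0.1 for 3 against 3.

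The genes named in the text were chosen by a rule fixed beforehand. It takes 10 genes of the pathway and of Notch signalling (Uvrag, Itch, Notch1, Hes1, Dtx1, Nrarp, Notch3, Ptcra, Myc and Il2ra), and the 5 genes with the largest log2 fold change in each direction among those with an adjusted p-value under 0.05, groups that did not overlap, and an average log2 CPM at or above the median of tested genes. Other genes were named after their values were seen: the sex-linked genes, the globin genes, Malat1, Igkc, the histone pair, and the members picked out of the gene lists.

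Counts were simulated from the real means, dispersions and library sizes of 14110 genes, with 196 tested genes changed by 2 on the log2 scale. The test called 64.8% of the changed genes, all with the right sign, and 6 of 13304 unchanged genes. Each simulated gene had the same dispersion in both groups, unlike in the real data, and only a few genes were changed. The simulation therefore does not test the error rate under unequal dispersion or a change of many genes. In the same simulation a list of changed genes had a camera p-value of 2.37e-170 and a list of unchanged genes 0.475.

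The gene lists, the design of the tests, the naming rule and a set of alternatives were chosen before the data were examined. Those alternatives were other scaling factors (RLE, upper quartile, library size only), other filters (none beyond 0 counts in all libraries, or at least 10 counts in every library), leaving out haemoglobin, immunoglobulin, T cell receptor and mitochondrial genes, DESeq2 1.42.0, limma-voom, other thresholds, other tests for gene lists, and leaving out each library in turn. A further 3 alternatives were chosen after seeing the data: dividing counts by the variance-to-mean ratio of each group, voom with a weight for each group, and removing a trend with transcript length. The length and GC content of the longest GENCODE M21 transcript with the same symbol were used for the last. Library measures were computed in Python 3.11.15 with pandas 2.3.3 and scipy 1.17.1.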

Results

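To compare gene expression in leukaemic spleen with and without Dox, 3 libraries of mRNA 3′ ends without Dox and 3 with Dox were compared. The study's title places the comparison in the control of NOTCH receptors by UVRAG, an autophagy and endosome protein, ITCH, a ubiquitin ligase, and the ESCRT machinery that sorts ubiquitinated membrane proteins. Total counts were 7729988, 5541486 and 6364526 in the libraries without Dox (replicates 4, 5 and 6) and 6498193, 8725767 and 7076689 in those with Dox (replicates 10, 11 and 12). A floor of 3 counts corresponded to 0.34 to 0.54 CPM (counts scaled to a common library total) across the libraries, a limit that covers counting error only. Total counts did not separate the groups (exact two-sided permutation p = 0.4, n = 3 per group). The number of genes with at least 1 count was 19785 ± 1493 (SD, n = 3) without Dox and 17924 ± 1193 (SD, n = 3) with Dox (exact two-sided permutation p = 0.2).

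The libraries differed in more than depth. Haemoglobin genes took 8.87% ± 0.23 (SD, n = 3) of the counts without Dox and 15.3% ± 0.98 (SD, n = 3) with Dox. The groups did not overlap (exact two-sided permutation p = 0.1, the smallest this design allows). The rise came from the alpha globin genes, together 52520 ± 1660 CPM of the raw totals without Dox and 128100 ± 4504 with Dox. The beta globin genes together fell from 36130 ± 1832 to 24510 ± 5330 CPM of the raw totals (SD, n = 3 each). Mitochondrial genes took 6.23% ± 1.67 and 6.09% ± 1.13 (SD, n = 3 each), a difference smaller than the spread between replicates. Genes with 1 to 3 counts made up 37.7% ± 8.5 (SD, n = 3) of the genes with 1 to 30 counts without Dox and 15.5% ± 0.50 (SD, n = 3) with Dox (exact two-sided permutation p = 0.1). Among genes with a group mean of 20 to 100 counts, the variance between replicates was 3.87 times the mean without Dox and 16.5 times the mean with Dox (median over genes of TMM-scaled counts, corrected for the bias of a median at n = 3). The common biological coefficient of variation was 0.190 within the group without Dox and 0.516 within the group with Dox, so the precision of a Dox mean was lower at the same count.

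**Figure D1:**
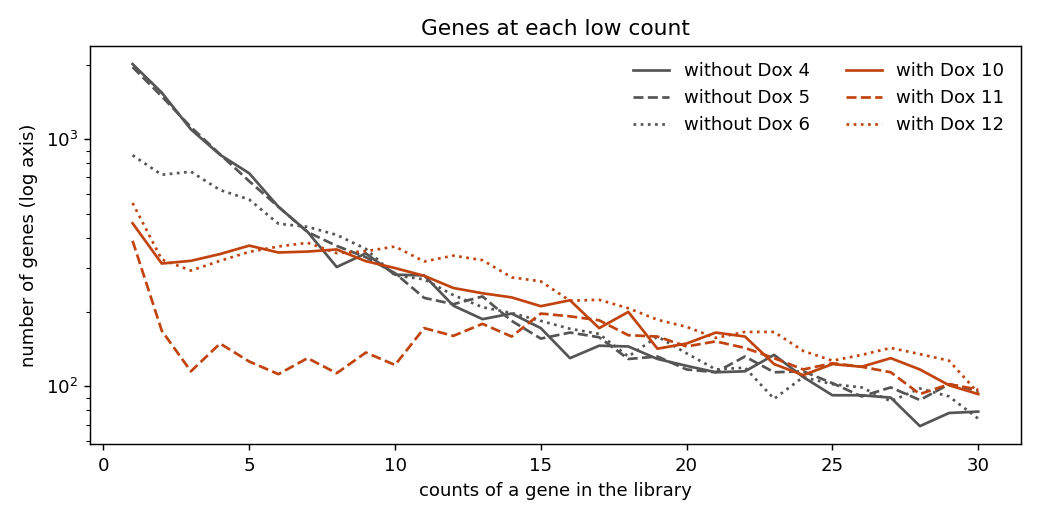
Number of genes (log axis) at each count from 1 to 30 in each library, without Dox in grey and with Dox in orange; line styles mark the replicates. In replicates 4 and 5 without Dox the number of genes falls steadily from 2015 and 1959 genes at 1 count, whereas the libraries with Dox have 388 to 552 genes at 1 count.

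The chi-square statistic over genes, divided by its degrees of freedom, was at least 7.59 for each pair of libraries without Dox and at least 17.8 for each pair with Dox. This compares libraries with the noise of read counting only. No pair was within that noise, and each library was counted as a replicate, as labelled. Across genes, Pearson's r of log2 CPM was 0.949 to 0.968 between libraries without Dox, 0.855 to 0.882 between libraries with Dox, and 0.657 to 0.704 between groups; genes are not independent replicates, and these values only describe the libraries. The first principal component held 70.1% of the variance and separated the groups.

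Sex-linked genes also followed the groups. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 801, 545 and 650 counts in the libraries without Dox and 0 counts in each library with Dox. Xist, the RNA of the inactive X chromosome, had 324, 225 and 193 counts without Dox and 3347, 4775 and 5669 counts with Dox. The labels give no sex, and no library of either group departed from its group's pattern. Every difference between the groups reported here therefore coincided with a difference in sex-linked expression. The contributions of Dox and of sex cannot be separated within these libraries. The share of genes with 1 to 3 counts also followed the groups without overlap, and the variance relative to the mean differed between them. A technical difference between the groups, such as in RNA quality or amplification, therefore cannot be separated from Dox either, for any gene called below.

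**Figure D2:**
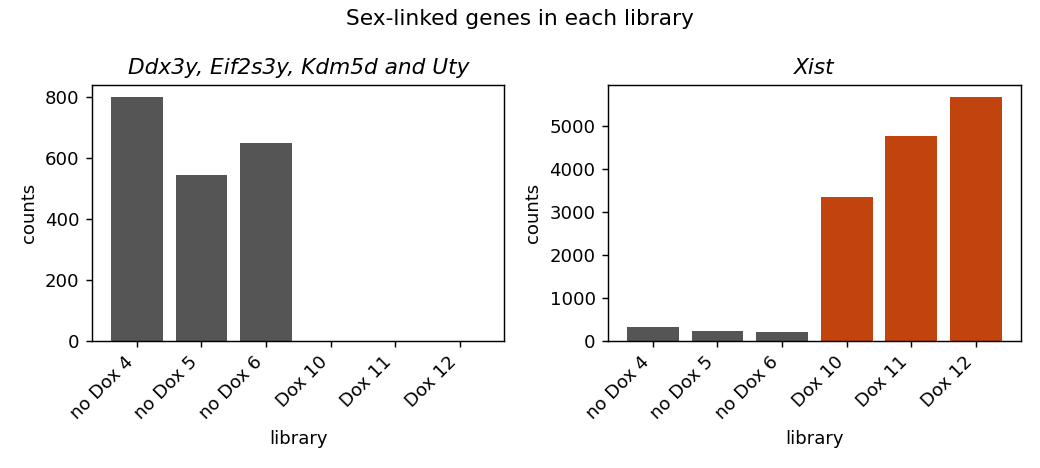
Raw counts (bars, linear axes from 0) of 4 Y-linked genes together and of Xist in each of the 6 libraries, without Dox in grey and with Dox in orange. Y-linked counts are 545 to 801 without Dox and 0 with Dox, and Xist counts are 193 to 324 without Dox and 3347 to 5669 with Dox.

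Of 14110 genes tested, 6438 (45.6%) differed between the groups at an adjusted p-value under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg). Of these, 3324 were higher and 3114 lower with Dox, and 5444 had an absolute log2 fold change above 1. The groups did not overlap in 6362 of the 6438 genes. Among all tested genes 59.6% had groups that did not overlap, where chance gives 10%. Scaling by library size only shifted the median log2 fold change of all genes by 0.31 and raised the share of higher genes among those called from 51.6% to 64.3%. Other alternatives moved this share down, to 44.7% without a low-count filter and 45.1% with limma-voom. TMM scaling centres the fold changes, so this share depends on the scaling and does not show which direction predominated. The number called moved most with a stricter threshold, to 4396 at an adjusted p-value under 0.01, and among the fits that left out a library it moved most without replicate 5 of the group without Dox, to 4794.

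Uvrag (Entrez gene 78610) was measured first, as the gene named in the study's title. Its normalized CPM was 18.2, 23.9 and 25.4 without Dox and 36.6, 40.8 and 35.1 with Dox, from 118 to 150 and 266 to 396 counts. The log2 fold change was 0.74 ± 0.24 (SE), with an adjusted p-value of 0.028 (edgeR). This call was not stable: adjusted p-values over the alternatives ran from 0.0061 to 0.304, and removing a trend with transcript length gave a log2 fold change of 0.32 with an adjusted p-value of 0.304. Among the 2358 genes within 0.5 log2 CPM of Uvrag, 58.6% changed by at least as much in either direction. Itch (Entrez gene 16396) was 35.8 ± 3.6 CPM without Dox and 30.0 ± 3.6 CPM with Dox (SD, n = 3 each). The groups overlapped, and the difference did not pass the threshold (log2 fold change -0.26 ± 0.22 (SE), adjusted p = 0.372 by edgeR). The log2 fold change of Itch reversed to 0.054 when libraries were scaled by size only, and it was -0.70 with the length trend removed, with adjusted p-values of 0.86 and 0.026 at the ends of the range over the alternatives.

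The other 8 genes of the fixed list, Notch1 and Notch3 and genes that NOTCH signalling regulates, were lower with Dox. Notch1 (Entrez gene 18128) was 113 ± 5.7 CPM without Dox and 12.2 ± 2.0 CPM with Dox (SD, n = 3 each), a log2 fold change of -3.21 ± 0.21 (SE) with an adjusted p-value of 3.25e-06 (edgeR). Hes1 went from 201 ± 22 to 71.2 ± 16.5 CPM (SD, n = 3 each; adjusted p = 0.00027 by edgeR), and Dtx1 fell by 1.41 on the log2 scale (SE 0.16, adjusted p = 7.15e-05). Nrarp fell by 2.63 (SE 0.50) and Notch3 fell by 1.86 (SE 0.52) on the log2 scale, with adjusted p-values of 0.0020 and 0.015 (edgeR). The log2 fold change of Notch3 depended on single Dox libraries, from -2.75 without replicate 12 to -1.54 without replicate 11. Myc (log2 fold change -3.89 ± 0.21 (SE), adjusted p = 1.87e-06) and Il2ra (log2 fold change -4.40 ± 0.34 (SE), adjusted p = 8.17e-06) fell further. Ptcra had 114 to 210 counts without Dox, and 8, 0 and 0 counts with Dox. Groups of these 8 genes did not overlap, and the genes kept their direction and an adjusted p-value under 0.05 in each alternative that tested them.

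**Figure D3:**
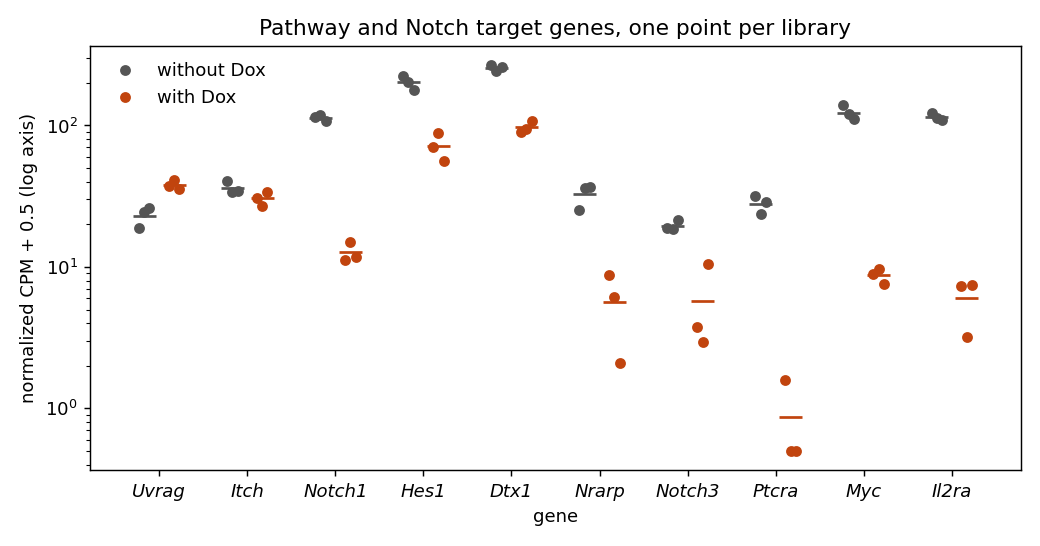
Normalized CPM plus 0.5 (log axis) of the 10 pathway and Notch genes of the fixed list; each point is 1 library, lines are group means of 3 libraries, grey is without Dox and orange with Dox. Uvrag is higher with Dox (22.5 against 37.5 CPM on average), Itch overlaps between groups, and the other 8 genes are lower with Dox in every library.

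The list of Notch target genes was tested as a whole. The median log2 fold change of its 40 tested genes was -1.38 (quartiles -2.78 and 1.40), and the list was lower than the other genes (limma camera, adjusted p = 3.16e-05 over all 11 lists). Over the alternatives the adjusted p-value ran from 9.68e-09 without a low-count filter to 0.029 with the inter-gene correlation estimated from the data. The list was not uniform. With adjustment over the list alone, 25 genes were lower and 10 higher; with adjustment over all genes, 24 were lower and 10 higher. Among those higher was Cr2, at 0.80 ± 0.70 CPM without Dox and 172 ± 27 CPM with Dox (SD, n = 3 each), a gene that is also in the B cell list. T cell genes as a whole fell further than the Notch targets, with a median log2 fold change of -3.18.

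The list of pathway genes (UVRAG and its partners, ITCH and related ligases, ESCRT subunits, NOTCH receptors, ligands and processing enzymes) did not shift against the other genes (70 genes tested, median log2 fold change -0.07, limma camera, adjusted p = 0.383 over all 11 lists). Its median ran from -0.28 with the length trend removed to 0.24 by library size only. Scaling by library size only moved the median of all genes up by 0.31, so the change of sign does not show a shift of this list. Fry, which tests a list by itself, gave an adjusted p-value of 0.0055, and the range over the alternatives was 0.0055 to 0.738. Within the list, 32 genes differed with adjustment over the list alone, 13 higher and 19 lower, and 32 with adjustment over all genes. These included the ESCRT-III subunit Chmp4b, which fell by 1.92 on the log2 scale (SE 0.19, edgeR p adjusted over the list 3.72e-05), and the lipid kinase gene Pik3c3, which fell by 2.16 (SE 0.29, p adjusted over the list 0.00034). Maml2, a coactivator of NOTCH transcription, rose by 2.56 on the log2 scale (SE 0.20, p adjusted over the list 5.83e-06).

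The 9 lists of cell types and programmes were compared to describe the expression of marker genes in the 2 groups. T cell genes were lower with Dox (30 genes, median log2 fold change -3.18, camera adjusted p = 3.89e-27), with 26 genes lower at an adjusted p-value under 0.05 (edgeR). B cell genes were higher (29 genes, median 5.06, camera adjusted p = 4.16e-32), as were myeloid genes (29 genes, median 4.16, camera adjusted p = 3.39e-17), interferon-response genes (44 genes, median 1.60, camera adjusted p = 2.16e-09) and stromal genes (27 genes, median 1.24, camera adjusted p = 8.03e-07). Myc target genes (52 genes, median -1.15, camera adjusted p = 6.38e-10) and cell cycle genes (86 genes, median -0.90, camera adjusted p = 1.79e-07) were lower. Erythroid genes (31 genes, median 0.43, camera adjusted p = 0.235) and autophagy and lysosome genes (47 genes, median 0.11, camera adjusted p = 0.219) did not pass the threshold, and the median of the latter ran from -0.09 to 0.43 over the alternatives. The size of the myeloid and B cell shifts depended on the filter. With at least 10 counts in every library, the medians were 1.16 for myeloid and 3.08 for B cell genes. Both lists still passed the threshold. With the inter-gene correlation estimated per list, the adjusted p-values of the 7 lists that passed ran up to 0.012. Camera sets a list against the other genes in the same libraries, whereas fry, a rotation test of each list on its own, gave adjusted p-values of 3.19e-07 to 0.0077 for the 9 lists. T cell receptor genes took 0.125% ± 0.0071 of counts without Dox and 0.0126% ± 0.00070 with Dox (SD, n = 3 each; exact two-sided permutation p = 0.1, the smallest possible). Immunoglobulin genes did not rise with the B cell list: they took 0.110% ± 0.0084 of counts without Dox and 0.0953% ± 0.0126 with Dox, and the groups overlapped (SD, n = 3 each; exact two-sided permutation p = 0.2). Of the B cell list, 27 genes were higher and 1, the immunoglobulin gene Igkc, was lower with Dox at an adjusted p-value under 0.05 (edgeR).

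**Figure D4:**
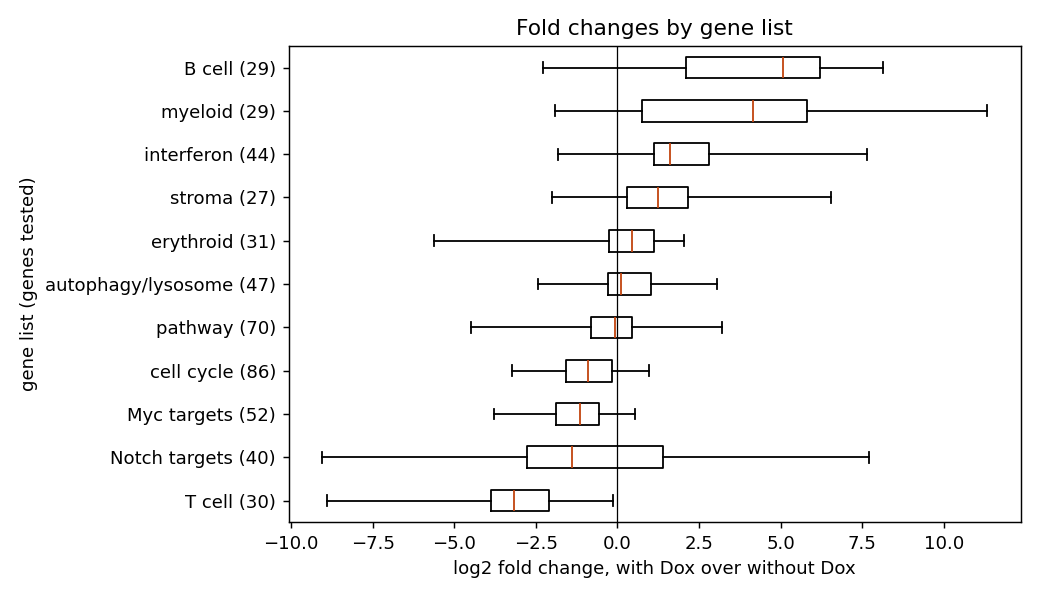
Log2 fold changes (with Dox over without Dox) of the tested genes of each list, with the number of genes in brackets; boxes span the quartiles, the orange line is the median and whiskers reach the extremes. Medians run from -3.18 for T cell genes to 5.06 for B cell genes, with Notch targets at -1.38 and the pathway list at -0.07.

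Among genes past the threshold with non-overlapping groups and at least median expression, 1872 were higher and 2399 lower with Dox. The 5 with the largest rise were Ly6g, Lypd10, Fcmr, 5730488B01Rik and Cr2. Ly6g had 0 counts in all libraries without Dox and 45.8 ± 21.4 CPM with Dox (SD, n = 3), at least 87.8-fold higher against the floor. Lypd10 was at least 88.7-fold higher and the non-coding RNA 5730488B01Rik at least 84.3-fold higher, and Fcmr went from 0.38 ± 0.20 to 116 ± 34 CPM (SD, n = 3 each). The 5 with the largest fall had 0 counts in all libraries with Dox. Gzma was 363 ± 29 CPM without Dox (SD, n = 3), at least 978-fold lower with Dox against the floor. The constant region gene Ighe was at least 297-fold lower, 1500009L16Rik at least 173-fold lower, Ddx3y at least 126-fold lower and H2-Q2 at least 123-fold lower. All folds against the floor are bounds for read counting only. With a variance of 16.5 times the mean in the Dox group, 0 counts there are weaker evidence, and the true falls may be smaller. Adjusted p-values of these 10 genes ran from 5.38e-07 for Gzma to 3.53e-05 for Ly6g (edgeR). Ighe and H2-Q2 belong to families of similar genes, so their counts depend on how the authors assigned shared reads.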

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

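The alternatives that divided counts, weighted groups or removed the length trend were chosen after the results were seen. No paired analysis was possible because the groups share no replicate number. The Notch target list kept its direction and its side of the threshold in the 17 alternatives that tested it. The counts of changed genes, of changed pathway genes and of cell and programme lists past the threshold stayed within 1.5 times the reported value in each alternative except 1: at an adjusted p-value under 0.01, 2200 genes were higher with Dox in place of 3324, since a stricter threshold can only lower the count. Across the 6 fits that each left out one library, the number of changed genes ran from 4794 to 7025, those higher from 2284 to 3396, those lower from 2459 to 3629, the pathway genes from 23 to 36 (22 to 35 with adjustment over all genes), the median of the Notch target list from -1.47 to -1.33, and the number of lists past the threshold was 7 throughout. The balance of higher and lower genes, which TMM scaling centres, was less stable: higher genes were 51.6% of those called, but 64.3% with library size only, 55.6% with upper-quartile factors, 44.7% without a low-count filter, 45.1% with limma-voom and 47.6% without replicate 5 of the group without Dox. Of the 6438 genes called, 6405 were also called by DESeq2, 5937 by limma-voom and 5683 with scaling by library size only, none with the opposite sign. With library size only the median of all genes shifted by 0.31 on the log2 scale. The medians of the Notch targets (-1.07) and of the B cell genes (5.36) moved with it. The moved medians alone therefore do not show a change of these lists against the other genes. Camera, which makes that comparison, still called both lists under this scaling (adjusted p = 2.61e-05 and 4.09e-32 over all 11 lists).

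Itch reversed to a log2 fold change of 0.054 with library size only, where the median of all genes had moved up by 0.31; its change was not past the threshold with or without TMM scaling. Among the results for named genes and for the 9 cell and programme lists, 7 became weaker and 5 stronger. The pathway list, tested as a whole, also passed the threshold under fry alone (adjusted p = 0.0055 over all 11 lists, with a range of 0.0055 to 0.738 over the alternatives). The stronger ones were Itch with the length trend removed (-0.70, adjusted p = 0.0258), the erythroid list under 3 alternatives (adjusted p from 0.0027 to 0.0349) and the autophagy and lysosome list under fry (adjusted p = 0.0077). Uvrag accounts for all 7 that became weaker: without a low-count filter (adjusted p = 0.152), with 5 of the 6 libraries left out in turn (adjusted p from 0.0523 to 0.164), and with the length trend removed (adjusted p = 0.304). The strict filter of 10 counts in every library gave no value for 11 of the 20 named genes, since it removes genes with fewer than 10 counts in any library, and leaving out immunoglobulin genes gave none for 1.

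Removing the length trend, an alternative chosen after seeing the data, kept 5373 of the 6438 calls and reversed the sign of 8 genes called in both fits. Dividing counts by the variance-to-mean ratio of each group left 8718 genes to test and 5679 calls, of which 5135 were among the 6438. Depth limits the low end: at a variance of 16.5 times the mean in the Dox group, the precision of a low count there was below what its size implies, and an absence of counts is weaker evidence than the totals give.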

Other observations

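The tests in this part were chosen only after the results they bear on were seen. The splits were counted first. Only the labelled split, 1 of the 10 splits of the 6 libraries into 3 and 3, gave 6438 or more changed genes, 1 of the 10 gave as many pathway genes, and 1 of the 10 gave as small a p-value for the Notch target list; the other 9 splits gave 0 changed genes after adjustment and 44 to 174 genes at an unadjusted p-value under 0.05, against 7438 for the labelled split. In the other 9 splits the unadjusted camera p-value of the Notch target list ran from 0.0013 to 0.587, against 2.3e-05 for the labelled split. It was under 0.05 in some of them, so passing 0.05 did not require the labelled grouping. For the cell and programme lists, 9 of the 10 splits, the labelled one included, gave as many past the threshold. These counts decide little. Each of the other splits sets 2 libraries of a group and 1 of the other against the reverse, so part of the difference between the groups stays in the contrast and the rest widens the spread within each side, and with 3 against 3 the share cannot go under 0.1.

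The Y-linked genes had 1996 counts without Dox and 0 with Dox, with an adjusted p-value under 0.05 for each of the 4 genes (edgeR). Depth was not the reason, since 2267 counts would be expected in the Dox libraries at the level seen without Dox. Low molecule numbers were not the reason either, since dividing by the variance-to-mean ratio of the Dox group still leaves 138 expected molecules. The Y-linked counts followed the label in all 6 libraries, which argues against a swap of single samples but cannot exclude an exchange of whole groups. Xist was not at the floor without Dox: its CPM there was 6.06% of that with Dox. Reads passed between libraries could not supply this, because Ly6g, with 1118 counts with Dox and 0 without, bounds such transfer at 0.268% of counts, while the libraries without Dox held 5.11% of all Xist counts. A candidate explanation is that the spleens without Dox held mostly male leukaemia cells beside a minority of female cells, and that the male cells were missing from the spleens with Dox. Mice or donors of different sex in the groups would give the same Y-linked pattern, and the data cannot tell these apart. A record of donor and recipient sex would settle it.

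The fall of Notch targets may follow from the cells present. Genes of the T cell list that are not Notch targets (26 genes) had a median log2 fold change of -3.09, and Notch targets that are not in the T cell list (36 genes) had a median of -1.32. The Notch targets thus fell less by 1.78 (two-sided permutation test over genes with 100000 resamples, p = 0.0032; genes are not independent replicates), and 7 of the 36 fell more than the T cell median. This difference does not decide between fewer T-lineage cells and lower Notch output. The whole Notch list held 10 genes that were higher with Dox, among them Cr2, whereas the T cell list held 0. The smaller median fall can therefore come from the rising members of the Notch list. A technical explanation was weighed too. Removing the length trend moved single Notch targets by a median of 0.23 on the log2 scale (from -0.99 to 0.81), yet the median of the list was -1.38 and the list still passed the threshold, so the trend does not fully explain the fall. With counts divided by the variance-to-mean ratio the median was -1.37, but a divisor common to a group is largely absorbed by the scaling of libraries, so this says little about the effect of repeated reads. The labels name leukaemia cells of the spleen as the source of the RNA and the tissue as spleen, and do not state how the cells were separated or how pure they were. The lower Notch1, Hes1 and Myc therefore cannot be told apart from a smaller share of T-lineage leukaemia cells, and a change of Notch signalling per cell remains an open hypothesis that single cells would test.

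The same caution applies to Uvrag. Of the 2358 genes within 0.5 log2 CPM of it, 58.6% changed by at least as much in either direction, so a change of this size is ordinary in this comparison and is consistent with a different mixture of cells. With the length trend removed its log2 fold change was 0.32, and the call was lost. These data neither show nor exclude that Dox altered Uvrag itself.

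The libraries with Dox appear to hold fewer distinct molecules than their totals imply. Few of their genes had 1 to 3 counts, and the variance-to-mean ratio was flat at low counts: the ratio at means of 50 to 100 was 0.967 times that at means of 10 to 20, which suggests many reads from each captured molecule. Larger differences between the Dox mice would raise the ratio with the mean, and it was 12.6 (median over genes, scaled by library size and without the correction for n = 3 used for the ratio of 16.5) at means of 10 to 20 and 12.2 at means of 50 to 100, though it rose to 19.5 at means of 300 to 1000, where differences between mice may add to it. Without Dox the ratio was flat too, at 2.81 for means of 10 to 20 and 2.78 for means of 50 to 100. It rose there to 5.12 at means of 300 to 1000. Flatness alone therefore does not set the Dox libraries apart, and it was the level of the ratio that differed. Depth was not the reason for the few genes with 1 to 3 counts, with mean totals 1.14 times those without Dox. A low-count filter was not the reason either, since at least 388 genes stood at exactly 1 count in each Dox library. Replicate 6 without Dox, with 861 genes at 1 count against 2015 and 1959 in replicates 4 and 5, lies between. The labels give the same library protocol and RNA input for all libraries, and record neither RNA quality nor the amplification of each. Collapsing duplicates by molecular identifier, if any were sequenced, would test this.

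Fold changes rose with transcript length, which a 3′ assay does not predict. The median log2 fold change went from -0.80 in the shortest 10% of genes (up to 1191 bases) to 0.67 in the longest 10% (6807 bases or more), and Spearman's rho across 12728 genes (90.2% of those tested) was 0.242. Ribosomal protein genes, short and lower with Dox (91 genes, median -1.58), were not the whole of it, since rho was 0.235 without them. There was no such relation with GC content (rho = -0.00127), and between libraries of one group the largest absolute rho was 0.0903. Malat1, a long nuclear RNA, went from 3625 ± 624 to 20100 ± 3529 CPM of the raw totals (SD, n = 3 each; exact two-sided permutation p = 0.1). A difference in RNA quality or fragment selection between the groups and a difference in cell types could each give this trend, and neither was tested.

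Alpha globin rose relative to beta globin. The ratio of Hba-a1 and Hba-a2 counts to Hbb-bs and Hbb-bt counts was 1.46 ± 0.090 without Dox and 5.39 ± 1.13 with Dox (SD, n = 3 each; exact two-sided permutation p = 0.1), with libraries from 1.35 to 1.51 without Dox and from 4.67 to 6.69 with Dox. Of the beta genes, Hbb-bs fell by 1.23 on the log2 scale (SE 0.13, adjusted p = 4.44e-05 by edgeR), whereas the change of Hbb-bt was -0.24 (SE 0.20, adjusted p = 0.361) with overlapping groups; the difference between these changes was not tested. Red cells make both chains in near balance, so a change in the number of erythroid cells alone would not be expected to move it. The ratio of Hba-a1 to Hba-a2 differed by 0.051 between groups, but reads shared between the alpha copies would themselves hold that ratio steady, so sharing of reads cannot be told apart from other explanations. A beta-globin haplotype that differs from the reference strain in the mice of one group is a candidate explanation, as are differences in erythroid stage or in how reads were assigned among the beta genes; these were not tested further, and the reads over the beta-globin locus would help to part them.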
